A study of Mus musculus with 20 samples. Its data were reported in "YY1 binding is a gene-intrinsic barrier to Xist-mediated gene silencing" (2024).

How the data were processed

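Processed data of 20 mouse samples were used, 11 ATAC-seq libraries and 9 libraries of genomic DNA digested with Tn5 as controls, all from the iXist-ChrX-Dom line from day 0 to day 17. Groups and replicate numbers were taken from the labels. Before the assay the cells were separated from the fibroblast feeder layer by pre-plating, and Xist was induced with doxycycline during differentiation to NPCs.

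According to the study's methods and the submitters' processing notes, the authors mapped read pairs with Bowtie2 (2.3.5.1) to mm10 masked at SNPs between the parental strains, removed duplicates with Picard, assigned fragments to a parental genome with SNPsplit and called peaks in each replicate with MACS2 (2.2.7.1). Regions found in at least a pair of replicates, within limits of width, made the consensus list, from which peaks of the transposed genomic DNA were subtracted. Fragments per allele were counted with featureCounts over REs of chromosome X, and REs were kept where enough allelic fragments were found in most samples and where the ratio at day 0 was not extreme. How the control libraries were combined into a list of regions is not given in the sources used here. No shift of the read ends for the Tn5 cut is mentioned in them; a shift of a few bases would alter which fragments count only at the edges of an RE. The deposited table holds 1 fraction per RE and library, which the authors computed as Xi / (Xi + Xa) from fragments assigned to either X. Being taken within an RE and a library, the ratio does not depend on library size, but it holds no depth, so ratios from few and from many fragments weigh alike and no counting error could be given. Masking and SNP assignment can favour 1 genome at some REs, which moves the ratio at day 0 away from 0.5 without changing its direction over time. The 2 deposited lists of regions hold only coordinates, written by the authors without values of use, and here they served for position and overlap.

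Before the data were examined, the tests, the lists of genes, the motifs, the rule for naming REs and most alternatives were fixed. The ratio of each RE was fitted in limma (3.58.1, R 4.3.3) with 5 group means over the 11 libraries, without a replicate term, so that all days shared their estimate of spread. Each later day was compared with day 0, and successive days with each other, with Benjamini-Hochberg adjustment over the 821 REs and a threshold of 0.05. Since all days were compared with the same 3 libraries, no overlap of calls between days was interpreted. Gene lists were tested with camera (inter-gene correlation 0.01, and again with an estimated correlation), which compares a list with the other REs, and with fry, which does not. The 12 lists covered architectural loci, the Xist region, known escapees, genes the study named for biallelic accessibility or as YY1 examples, pluripotency, neural, fibroblast, blood, housekeeping, chromatin regulator and multicopy genes. An RE belonged to a list if it was within 500 bp of a start site or inside a gene of the list, or within 5000 bp for architectural loci and the Xist region. The lists overlap, with 14 REs shared by the biallelic and chromatin regulator lists, and the counts of the lists are not independent. Start sites and exons were those of curated RefSeq transcripts of GRCm38, the assembly of mm10. A promoter RE lay within 500 bp of a start site.

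REs named in the text were the 12 largest falls and rises at day 17 and the 5 largest at days 1, 3 and 6 among REs past the threshold whose libraries all lay beyond the mESC libraries, the 6 shortest and 6 longest halftimes, and the promoter, or else the RE closest to a start site, of the genes of the Xist region, architectural, escapee, biallelic and YY1 example lists. Where fewer REs met the rule, all that did were named.

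Halftimes were taken from y = yf + y0 exp(-kt), fitted to the means of each day with nlsLM (minpack.lm 1.2.4) from 6 starting rates, of which the fit with the lowest residual was kept. A halftime was the time at which the curve came to 0.5 of its value at day 0, taken from the study's definition in words rather than its printed formula, whenever the curve reached it, so that values beyond day 17 are extrapolated. REs without a halftime and with a ratio above 0.2 at day 17 formed the persistent group together with the slower of the others, so that the persistent and depleted groups were of equal size to within 1 RE, and 14 REs without a halftime and at or below 0.2 were not classified, 7 of which had come below 0.5 of their mESC level at day 1. The fit did not converge for 27 REs. Halftimes of promoter and distal REs, and of REs with and without a motif, were compared by 2-sided permutation tests of the median (100000 permutations), and shares by Fisher's exact test. Position was tested with Spearman's rho and all circular shifts of the values along the chromosome, which keep the similarity of neighbours. Overlaps of regions by at least 1 bp were counted with bedtools (2.31.1). Figures were drawn with matplotlib (3.10.9).

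The procedures were tested on simulated data. With shifts of -0.1, -0.2, -0.3 and 0.2 planted in 50 REs each at day 17, limma recovered 6%, 38%, 74% and 40% of them with 3 calls among 621 unchanged REs, and no call was made at day 6, where no shift was planted. Falls of about 0.1 were mostly missed in this simulation. In the real data at day 17, 739 REs were lower with adjustment and 745 without it. With so few unchanged REs the adjusted threshold was less strict than in the simulation. The simulated shares may therefore understate recovery at day 17. Simulated halftimes of 1, 2, 4, 8 and 12 days, on curves of a single rate with a plateau of 0, came back with medians of 0.983, 1.94, 3.76, 7.62 and 10.8 days. Without noise 6 of 821 simulated curves were not fitted. Curves that level off above 0 or slow down over time were not simulated, so the recovery of their halftimes is unknown.

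Alternatives covered the scale (logit with ratios clipped to 0.01 and 0.99), the prior, the days in the fit, filters on the ratio at day 0 and on width, a minimum effect, library centring, the replicate number as a block, Bonferroni adjustment, other halftime and motif definitions, other list membership and leaving out each library. The treatment of halftimes beyond day 17 as missing, the leaving out of libraries for the motifs and the alternatives for the halftimes of the Zbtb33, Hcfc1, Ogt, Slc25a5 and Bcor promoters were added after the data were seen. The control libraries have no values of their own and were not compared. The deposited ratios end at Xist. The study states that recombination in this line left the region distal to Xist without allelic information.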

Results

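Chromatin accessibility was followed on the X chromosomes of iXist-ChrX-Dom cells, a female mouse embryonic stem cell (mESC) line in which the promoter of Xist on 1 of the X chromosomes responds to doxycycline. Xist is the non-coding RNA that coats an X chromosome in cis and starts its inactivation (XCI). The line was made from an interspecific cross, so fragments that carry a strain-specific SNP were assigned to the X with inducible Xist (Xi) or to the other X (Xa). ATAC-seq, in which the Tn5 transposase inserts adaptors into open chromatin, was performed in undifferentiated mESCs (day 0, 3 libraries) and after 1, 3, 6 and 17 days of Xist induction with differentiation towards neuronal precursor cells (NPCs), with 2 libraries at each of these days. The number of days of induction and the stage of differentiation changed together, so the comparisons below do not separate them. The measurement was the allelic ratio Xi / (Xi + Xa) of 821 regulatory elements (REs) of chromosome X, 238 promoter REs and 583 distal REs, which lay between the proximal end of the chromosome and Xist. A ratio of 0.5 stands for equal accessibility and 0 for accessibility of Xa alone. A lower ratio can come from less accessibility of Xi or from more of Xa, and the ratio does not separate them. Loss of accessibility below means a fall of this ratio. A further 9 libraries of transposed genomic DNA served the authors as mapping controls and entered here only as a list of 718 regions. The sequencing depth behind each ratio is unknown, so no counting error can be attached to a single value. In what follows, ± is the SD between libraries, with n = 3 at day 0 and n = 2 at each later day, coordinates are those of mm10, and rise or fall refers to an adjusted p below 0.05 in limma. Nothing in the labels says that the libraries came from separate cultures, so the p-values measure only the spread between these libraries, which may be technical. By the study's methods each sample was transposed in technical duplicate, and it is not stated whether the replicate libraries are such duplicates.

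How far the ratio fell over the part of the chromosome proximal to Xist was asked with the median of each library. The 3 mESC libraries had medians of 0.494, 0.500 and 0.500 over the 821 REs. After 1 day of induction the medians were 0.370 and 0.333, after 3 days 0.3 and 0.267, after 6 days 0.259 and 0.220, and in NPCs at day 17 they were 0.100 and 0.120. The mean of the library medians thus went from 0.498 ± 0.00365 at day 0 through 0.351 ± 0.0256, 0.283 ± 0.0236 and 0.239 ± 0.0275 to 0.110 ± 0.0141. Every library of a later day lay below all 3 mESC libraries, for which the exact permutation test of each day against day 0 gave a 2-sided p of 0.1, the smallest that the 10 splits of 5 libraries allow. Across the 11 libraries the median fell with the day, with Pearson's r = -0.881 and Spearman's rho = -0.984 (each permutation p = 1e-05, the smallest that 100000 permutations can give). Leaving out the 2 libraries farthest from the median day, both of day 17, gave r = -0.884 (permutation p = 0.00199) and rho = -0.974 (permutation p = 0.00035), and the Benjamini-Hochberg adjusted values of the family of 4 were between 2e-05 and 0.00199.

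**Figure D1:**
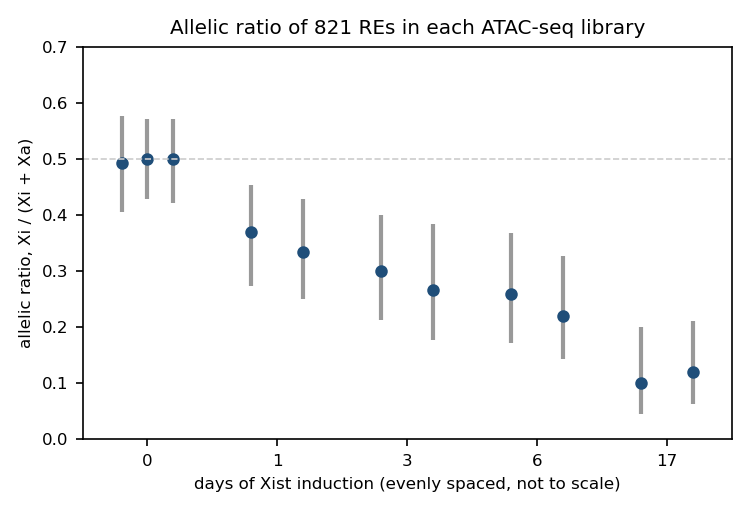
Median allelic ratio over 821 REs (points) and interquartile range (bars) in each of the 11 ATAC-seq libraries, by day of Xist induction on an evenly spaced axis. The mESC libraries sit at 0.494 to 0.500 and the 2 NPC libraries of day 17 at 0.100 and 0.120.

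After 1 day of Xist induction the promoter of Msn, which encodes the membrane to actin linker moesin (chromosome X 96095529 to 96097349), fell from 0.636 ± 0.167 to 0.152 ± 0.0214. A distal RE in an intron of 6030498E09Rik fell from 0.539 ± 0.151 to 0.108 ± 0.0589, and distal REs nearest to Gpc4 (a glypican), Awat2 (a wax ester synthesis enzyme) and Kis2 fell to 0.185 ± 0.143, 0.0667 ± 0.00315 and 0.104 ± 0.0295 (adjusted p from 0.00586 for Msn to 0.0339 for Gpc4). The opposite was seen at the Xist locus, where an RE in an exon of Xist (103476922 to 103480218) rose from 0.546 ± 0.0617 to 0.773 ± 0.0305 (adjusted p = 0.0156). The Ddx3x promoter was at 0.455 ± 0.0359 in mESCs and at 0.466 ± 0.0302 after 1 day. In all, 222 REs were lower and 1, the Xist RE, was higher than in mESCs. Among the lists of REs, 20 REs of genes that the study had singled out as staying accessible on both X chromosomes held 1 lower RE, and 42 REs of chromatin and transcription regulators held 6, with mean changes 0.102 and 0.0690 above those of the other REs (camera adjusted p = 0.0013 and 0.00345, and adjusted p = 0.374 for both with an estimated correlation). When adjusted over the list alone, 0 and 3 were lower. The biallelic list was chosen by the study on these samples and is not independent evidence. Of the 42 regulator REs, 14 are also in that list, all of them at Bcor. At this day and the later ones the regulator list is therefore not independent of that choice either. The count rested on few libraries: without day 1 replicate 2 there were 28 lower and 0 higher REs and without day 1 replicate 1 there were 127 and 2, while 3 were higher without day 0 replicate 1 and 2 without day 0 replicate 3. The lower REs were 9 on the logit scale, 8 with Bonferroni adjustment and 108 in a fit of these 2 days alone.

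After 3 days the RE near Gpc4 was at 0.0455 ± 0.0643, an intronic RE of Arhgap36 fell from 0.618 ± 0.0688 to 0.100 ± 0.141, the promoter of Zbtb33, which encodes the methyl-DNA binding protein Kaiso, fell from 0.663 ± 0.135 to 0.172 ± 0.134, and an intronic RE of the corepressor gene Tbl1x fell from 0.608 ± 0.0596 to 0.126 ± 0.0572. The Fhl1 promoter fell from 0.630 ± 0.0769 to 0.15 ± 0.212. The Xist exon RE was again the only RE that was higher, at 0.699 ± 0.0233 (adjusted p = 0.0287), and 464 REs were lower. Of the 21 REs of the Firre and 4933407K13Rik (Dxz4) loci, 4 were lower (camera adjusted p = 0.0124, and adjusted p = 0.111 with an estimated correlation). The Xist region had 8 of 18 REs lower and 1 higher (adjusted p = 0.0146, and adjusted p = 0.205 with an estimated correlation), and chromatin regulators had 9 of 42 lower (adjusted p = 0.000116, and adjusted p = 0.205 with an estimated correlation). Of the biallelic genes chosen by the study, 2 of 20 REs were lower (adjusted p = 7.27e-05, and adjusted p = 0.111 with an estimated correlation). Neural genes had 21 of 37 REs lower and housekeeping genes 12 of 22, neither past the threshold against the other REs (camera adjusted p = 0.999 for both). When adjusted over the list alone, the lower REs were 1 for Firre and 4933407K13Rik, 8 for the Xist region, with 1 higher, 9 for chromatin regulators, 0 for the biallelic, 21 for neural and 12 for housekeeping genes. The count of lower REs was 238 without day 3 replicate 2, where 0 were higher, and 2 were higher without day 0 replicate 1. It was 259 on the logit scale and 42 with Bonferroni adjustment.

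After 6 days the Msn promoter was at 0.0982 ± 0.0379, the RE near Gpc4 at 0.0588 ± 0.0832, a distal RE beside 4933407K13Rik (75770293 to 75770962) had fallen from 0.638 ± 0.0696 to 0.0987 ± 0.0133, and REs near Zfp280c and Gdpd2 had fallen to 0.182 ± 0.0689 and 0.0819 ± 0.0414. Of the REs, 592 were lower and 5 higher than in mESCs. The 5 were the Xist exon RE (0.749 ± 0.0429), an RE in a Tsix intron beyond the 3′ end of Xist (0.708 ± 0.0589), and distal REs nearest to Ctag2 (from 0.303 ± 0.11 to 0.620 ± 0.204), Mageb1 (from 0.439 ± 0.0806 to 0.622 ± 0.0844) and Fthl17f (from 0.392 ± 0.0251 to 0.533 ± 0.0461). The Ctag2, Mageb1 and Fthl17f REs were at 0.491 ± 0.0413, 0.438 ± 0.0884 and 0.273 ± 0.0857 at day 17, where none of them differed from day 0 (adjusted p = 0.0704, 0.988 and 0.059). Of the loci with architectural roles on Xi, 5 of 21 REs were lower (camera adjusted p = 1.63e-05, and adjusted p = 0.0233 with an estimated correlation), against 30 of 37 for neural genes and 19 of 22 for housekeeping genes. Chromatin regulators had 16 of 42 lower (adjusted p = 0.000387, and adjusted p = 0.254 with an estimated correlation), the Xist region 9 of 18 lower and 2 higher (adjusted p = 0.00195, and adjusted p = 0.111 with an estimated correlation), and the biallelic genes chosen by the study 4 of 20 lower (adjusted p = 1.63e-05, and adjusted p = 0.0957 with an estimated correlation). When adjusted over the list alone, the lower REs were 1 for the architectural loci, 31 for neural and 20 for housekeeping genes, 14 for chromatin regulators, 8 for the Xist region, with 1 higher, and 2 for the biallelic genes. The count of lower REs was 81 with Bonferroni adjustment, and the count of higher REs was 2 without day 6 replicate 2 and 3 without day 0 replicate 1, day 0 replicate 2 or day 6 replicate 1.

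In NPCs at day 17, 739 REs (90.0%) were lower and 5 were higher than in mESCs, and 77 were not called either way. The 12 largest falls were REs at or near Zfp280c, Nudt10, Msn, Gk, Zbtb33, Gdpd2, Eola1, Fhl1, Gpc4, Cypt14, Eda2r and Gm28269. Accessibility of the Msn promoter on Xi was no longer seen, with a ratio of 0 in both libraries, and the same was found for an intronic RE of Gk, the glycerol kinase gene (85739471 to 85740002), which had been at 0.628 ± 0.118 in mESCs. A ratio of 0 was found for 123 REs in day 17 replicate 1 and for 37 in replicate 2. Since the number of fragments behind it is unknown, such a value does not exclude some accessibility of Xi. The largest fall, at an intergenic RE 12976 bp from a start site of Zfp280c (48607595 to 48607905), was by 0.656 (SE 0.0913, adjusted p = 8.37e-05), from 0.720 ± 0.0222 to 0.0635 ± 0.00662. The smallest of the 12 was by 0.561, at an intergenic RE 344005 bp from Gm28269. These REs started at 0.603 to 0.754, above the chromosome median, so that they had further to fall than a typical RE. With Bonferroni adjustment 261 REs were lower.

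The Xist region moved both ways. The 3 REs with a rise were in an exon of Xist (103475882 to 103476640, from 0.483 ± 0.0718 to 0.797 ± 0.129, adjusted p = 0.0011), in the same exon closer to the promoter (to 0.802 ± 0.0254, adjusted p = 0.000877), and in the Tsix intron downstream of Xist (103458533 to 103460319, from 0.550 ± 0.0893 to 0.725 ± 0.106, adjusted p = 0.0259). The RE at the Xist promoter itself was at 0.640 ± 0.134 in mESCs and 0.789 ± 0.0963 in NPCs (adjusted p = 0.0796). In Tsix, the antisense gene of Xist, the 8 REs farther than 5000 bp from Xist fell, while of REs in Tsix that lay closer to Xist or inside it 3 were the ones with a rise and 4 were not called. Among the 8 was the RE 699 bp from a Tsix start (103432216 to 103432692), from 0.603 ± 0.0414 to 0.104 ± 0.0295. The promoters of Cdx4, a homeobox gene, and Chic1 fell to 0.0776 ± 0.00622 and 0.115 ± 0.0544. Of the 18 REs, 11 were lower, 3 higher and 4 not called, with the same counts when adjusted over the list alone. On average the list fell by less than other REs (camera adjusted p = 7.18e-09, and adjusted p = 0.0123 with an estimated correlation). The study had singled out this locus in these samples, so the list is not independent evidence of its direction. The remaining 2 rises lay outside all lists, at intergenic REs 38658 bp from Vbp1 (75475209 to 75475639, from 0.685 ± 0.0318 to 0.840 ± 0.173, adjusted p = 0.045) and 9290 bp from Zbtb33 (38179924 to 38180503, from 0.737 ± 0.0452 to 0.855 ± 0.0195, adjusted p = 0.0436). The count of 5 was 3 in a fit of these 2 days alone, with a trended robust prior and among REs starting between 0.35 and 0.65, and 0 with Bonferroni adjustment. It was 2 without day 17 replicate 1 and 3 without day 0 replicate 2 or 3 or any library of day 1 or 3.

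Firre and 4933407K13Rik, a transcript of the Dxz4 locus, are non-coding loci with tandem repeats that bind CTCF and take part in the folding of Xi. Their REs kept a median ratio of 0.518 in NPCs, against 0.602 in mESCs. Of 14 Firre REs, 4 were lower and 10 not called, and of 7 REs of 4933407K13Rik, 2 were lower and 5 not called, so that no RE of either locus was higher. The intronic Firre RE at 50599547 to 50601020 was at 0.797 ± 0.0708 in mESCs and 0.878 ± 0.0277 in NPCs (adjusted p = 0.171), and one at 50611374 to 50612778 was at 0.645 ± 0.0105 and 0.608 ± 0.0124. The Firre promoter behaved differently from these and fell from 0.493 ± 0.0324 to 0.0697 ± 0.00864 (adjusted p = 4.09e-05), and the RE closest to the start of 4933407K13Rik fell from 0.470 ± 0.0727 to 0.270 ± 0.021. As a list, these REs fell by 0.246 less than the others on average (camera adjusted p = 9.44e-13, and adjusted p = 0.00197 with an estimated correlation), and 5 were lower when adjusted over the list alone. The study had singled out both loci in these samples for REs that gain accessibility on Xi, whereas here no RE of either passed as higher. Because of that choice the list is not independent evidence of the direction of these loci. The intronic REs named here were chosen after their values were seen.

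Genes known to escape XCI in mouse showed partial losses. The promoter of Ddx3x, an RNA helicase gene, was at 0.455 ± 0.0359 in mESCs and 0.397 ± 0.0725 in NPCs (adjusted p = 0.29). The promoters of Kdm6a (a histone H3K27 demethylase), Utp14a (ribosome biogenesis) and Eif2s3x (a subunit of the initiation factor eIF2) fell, but only to 0.317 ± 0.0583, 0.311 ± 0.0553 and 0.278 ± 0.0224. Of the 10 REs of these 4 genes 8 were lower, and also when adjusted over the list alone, and their median ratio in NPCs was 0.286. The mean change of the list was -0.236 against -0.344 for other REs, a difference not past the threshold in camera (adjusted p = 0.286). Among the 20 REs of genes that the study had named for accessibility on both chromosomes, 10 were lower and 10 not called. This list was chosen by the study on these samples, so neither its direction nor its 8 lower REs when adjusted over the list alone is independent evidence. It includes Slc25a5, the gene of an ADP/ATP carrier, whose promoter fell from 0.509 ± 0.0368 to 0.165 ± 0.12 (adjusted p = 0.000747), and Bcor, the gene of a BCL6 corepressor, with 6 lower and 8 uncalled REs. At Bcor the promoter RE at 12078423 to 12082000 was at 0.540 ± 0.0922 and 0.445 ± 0.0171 (adjusted p = 0.16), while the upstream promoter at 12159707 to 12160663 fell from 0.489 ± 0.0637 to 0.171 ± 0.0645. As a list these REs fell by less than others (camera adjusted p = 0.000364, and adjusted p = 0.13 with an estimated correlation).

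**Figure D2:**
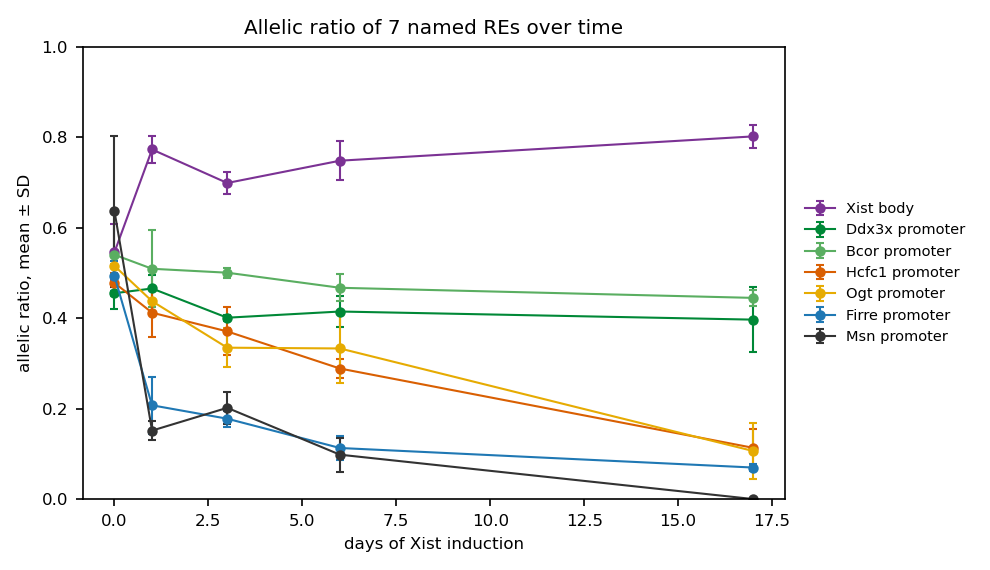
Allelic ratio (mean ± SD, n = 3 at day 0 and n = 2 later) of 7 REs against the days of Xist induction. The Xist exon RE goes up to 0.802, the Ddx3x and Bcor promoters are at 0.397 and 0.445 at day 17, the Hcfc1 and Ogt promoters come down late to 0.113 and 0.106, and the Firre and Msn promoters are at 0.207 and 0.152 after 1 day.

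Regulators of chromatin and transcription had 32 of 42 REs lower and 10 not called. The median ratio of the list at day 17 was 0.177. The promoters of Mecp2, which encodes a methyl-CpG binding protein, Phf6 and Hdac8 fell to 0.0943 ± 0.00282, 0.0652 ± 0.0345 and 0.0479 ± 0.0357. REs of Usp9x, Hdac6 and Suv39h1 were also called lower but had ratios of up to 0.333, 0.272 and 0.272. These lower REs were chosen as examples after their values were seen. Of the 10 uncalled REs, 8 belonged to Bcor, the others being intronic REs of Elk1 and Med14. The difference of the list from other REs was not past the threshold (camera adjusted p = 0.0567). Single libraries decided this call, since the adjusted p was 0.00291 without day 17 replicate 1, 0.0278 without day 0 replicate 1 and 0.0391 without either day 6 library. The study gave Hcfc1, the gene of a transcriptional coregulator, and Ogt, that of the O-GlcNAc transferase, as examples of YY1 targets. Their promoters fell from 0.478 ± 0.022 to 0.113 ± 0.0411 and from 0.516 ± 0.00341 to 0.106 ± 0.0619. All 3 REs of these genes were lower, also when adjusted over the list alone (camera adjusted p = 0.547).

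Lists of cell type and housekeeping genes fell almost without exception. Of REs of neural genes 36 of 37 were lower, and all 37 when adjusted over the list alone, the exception being an intronic RE of Dmd at 0.233 ± 0.0471 (adjusted p = 0.0536). They include the promoters of the transcription factor genes Sox3 (0.450 ± 0.0285 to 0.0583 ± 0.0016), Arx (0.525 ± 0.0299 to 0.0356 ± 0.0246) and Zic3 (0.434 ± 0.0875 to 0.0888 ± 0.0208). Of pluripotency and embryonic stem cell genes 9 of 10 REs were lower, such as the promoters of Nr0b1 (0.478 ± 0.0358 to 0.0769 ± 0.0445) and Dkc1 (0.579 ± 0.0472 to 0.027 ± 0.0382), and a promoter RE of Tfe3 was not called at 0.337 ± 0.166. All 10 REs of fibroblast genes were lower, with the promoters of Gpc3 at 0.0551 ± 0.0124 and Timp1 at 0.0976 ± 0.0814, as were all 3 REs of the blood list, which belonged to Ikbkg, a gene of NF-kB signalling that is not specific to blood. All 22 REs of housekeeping genes were lower, among them the promoters of Hprt (0.0504 ± 0.0413), G6pdx (0.0332 ± 0.0107) and Rpl10 (0.0628 ± 0.0375 and 0.058 ± 0.00957). Genes of families with near-identical copies, where fragments cannot be placed with certainty, had 7 of 9 REs lower, the exceptions being promoters of Fthl17f (0.533 ± 0.189) and Mageb16 (0.375 ± 0.0589). The counts adjusted over the list alone were 9, 10, 3, 22 and 7 for the pluripotency, fibroblast, blood, housekeeping and multicopy lists. In camera only housekeeping genes fell by more than other REs (adjusted p = 0.0313, and adjusted p = 0.332 with an estimated correlation), with adjusted p = 0.191 for neural, 0.644 for pluripotency, 0.227 for fibroblast and blood and 0.795 for multicopy genes. With REs assigned to lists by nearest start site, multicopy genes fell by less than other REs (adjusted p = 0.00733) and the call for housekeeping genes was lost (adjusted p = 0.0795). For pluripotency genes the mean difference from other REs was -0.0102 and the median difference 0.0137, and for multicopy genes -0.00195 and 0.0116, so that mean and median differed in sign. Examples in this paragraph were chosen after their values were seen.

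Between successive days, single REs seldom moved beyond the spread. No RE passed between days 1 and 3 or between days 3 and 6 in limma, where 99 and 53 REs were lower and 3 and 7 higher at an unadjusted p below 0.05, and where the median change was -0.0554 and -0.0397. Between days 6 and 17 the median change was -0.111, and the promoter RE of Nudt10 (6173362 to 6173895), a diphosphoinositol polyphosphate phosphohydrolase gene, was the 1 RE that passed. It was at 0.754 ± 0.0662 in mESCs, 0.553 ± 0.112 at day 1, 0.495 ± 0.0404 at day 3, 0.658 ± 0.0118 at day 6 and 0.111 ± 0.157 at day 17 (adjusted p = 0.026 between days 6 and 17). In a fit of days 6 and 17 alone, and with the replicate number as a block, 0 REs passed. At an unadjusted p below 0.05, 239 REs were lower and 4 higher. Of all REs, 65.7% had both libraries of day 17 on the same side of both libraries of day 6, against 33.3% by chance. In place of the 1 RE past the adjusted threshold there were 270 lower and 1 higher on the logit scale, 41 with the libraries of a day brought to the same median, 56 among REs of at least 500 bp, 13 without day 6 replicate 2, and 0 without day 0 replicate 1, day 6 replicate 1 or day 17 replicate 1.

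The pace of the loss was described by the halftime, the time at which an exponential curve fitted to the daily means reached 0.5 of its value at day 0. A halftime was obtained for 725 REs, with a median of 4.35 days and quartiles of 1.77 and 8.59 days. The shortest halftimes were those of REs near Stard8, Gm14812 and Eif2s3x, in Ccdc160, at the Ophn1 promoter and near Gm28269, all of which had completed most of their fall by day 1. The RE near Stard8 was at 0.476 ± 0.0789 in mESCs and 0.0714 ± 0.101 at day 1, and the Ophn1 promoter at 0.426 ± 0.0627 and 0.130 ± 0.033. With no sampling before day 1 such halftimes, 94 of which were up to 1 day, are not resolved. Without day 0 replicate 3 the halftime near Stard8 was 10.6 days, and without day 6 replicate 1 that near Gm28269 was 16.3 days, so neither keeps its place among the shortest. The longest fitted halftimes belonged to REs near Btbd35f26, Mir1906-2, Btbd35f6, Mageb2 and 2010308F09Rik and to an intronic RE of Firre (0.602 ± 0.0451 in mESCs and 0.533 ± 0.0357 at day 17), none of which differed between days 0 and 17, and are extrapolations. Of the 725 halftimes, 58 lay beyond day 17. The halftime was 1.14 days for the Zbtb33 promoter (0.921 to 1.57 days when single libraries were left out, and 2.43 days with a plateau of 0), 8.43 days for that of Hcfc1 (7.62 to 8.85) and 8.04 days for that of Ogt (6.24 to 9.12). It was 10.7 days for the Slc25a5 promoter (8.42 to 14.7) and 11 days for the upstream Bcor promoter (9.34 to 12.8). None was obtained for Ddx3x, Kdm6a, Utp14a and Eif2s3x promoters or the Xist exon RE. Of the 96 REs without a halftime, 82 had a ratio above 0.2 at day 17 and joined the slower REs as a persistent group of 404, against a depleted group of 403 with halftimes up to 5.09 days. The median ratio at day 17 was 0.173 in the persistent group and 0.0690 in the depleted group, so that most persistent REs had lost accessibility late rather than kept it. The median halftime was 5.16 days from the replicate 1 libraries alone and 3.35 days from the replicate 2 libraries, and 6.81 days with the plateau of the curve fixed at 0.

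Promoter REs had a median halftime of 4.81 days (218 of 238 REs with a halftime, 91.6%) and distal REs of 4.02 days (507 of 583, 87.0%). REs that reached no halftime, a larger share of the distal REs, are left out of this comparison. At day 17 the median ratio was 0.0851 for promoters and 0.121 for distal REs, with 33 of 238 promoters and 158 of 583 distal REs above 0.2. The difference in halftime of 0.799 days was not past the threshold (permutation p = 0.107, and p = 0.183 over circular shifts of the labels along the chromosome, with REs that are not independent replicates). The call depends on how late halftimes are treated: leaving out halftimes beyond day 17, an alternative added after the data were seen, gave 1.23 days (permutation p = 0.00203), and reading halftimes by interpolation gave 1.71 days (permutation p = 0.00079). It was also past the threshold without day 1 replicate 1 (1.07 days, permutation p = 0.0442), day 1 replicate 2 (0.937 days, p = 0.043), day 6 replicate 1 (0.76 days, p = 0.0453), day 17 replicate 1 (1.18 days, p = 0.0206) or day 17 replicate 2 (0.97 days, p = 0.0322).

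Loss of accessibility was slower far from Xist. REs in the proximal 25 Mb, which hold Bcor, Ddx3x and Kdm6a, had a median halftime of 7.61 days, REs from 25 to 50 Mb of 3.64 days, from 50 to 75 Mb of 3.35 days and from 75 Mb to Xist of 2.52 days. The medians of the ratio at day 1 in these 4 regions were 0.408, 0.345, 0.339 and 0.301, and at day 17 they were 0.156, 0.112, 0.0849 and 0.0903. Across REs, which are not independent replicates, Spearman's rho between position and halftime was -0.382 (p = 0.00414 over all circular shifts, adjusted p = 0.0207 in a family of 5). For the change from day 0, rho was -0.323 at day 1, -0.304 at day 3, -0.262 at day 6 and -0.2 at day 17, none past the threshold after adjustment (adjusted p = 0.0548, 0.0548, 0.0685 and 0.127). Single libraries decided these calls: for halftimes the adjusted p was 0.0548 without day 17 replicate 1, and for days 1, 3 and 6 it was 0.0411 without day 6 replicate 1.

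**Figure D3:**
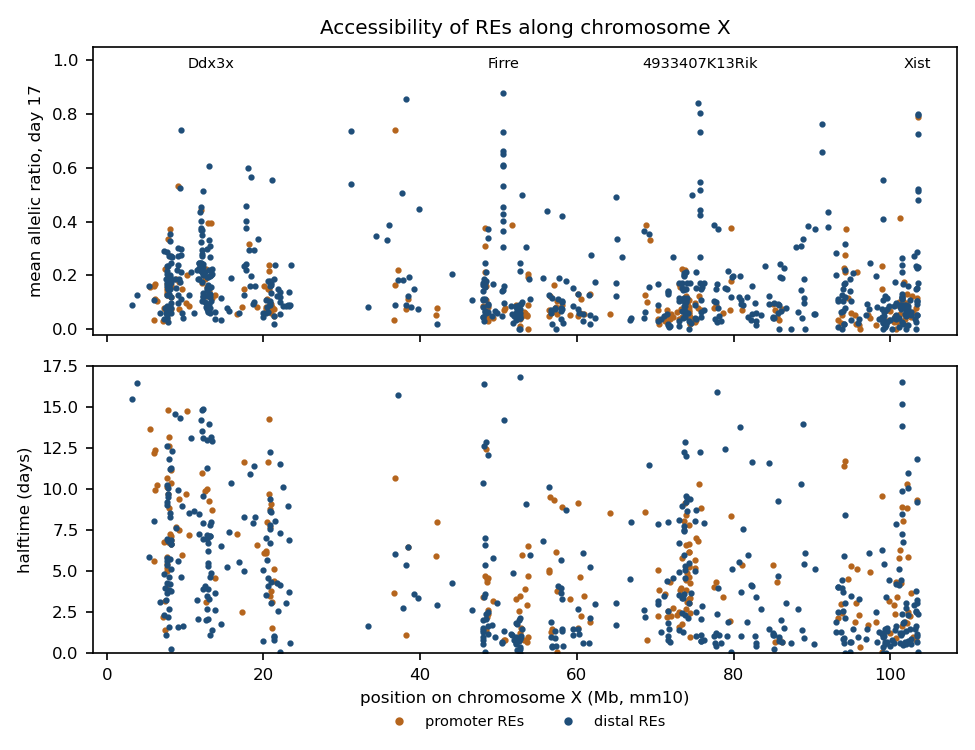
Mean allelic ratio at day 17 (top) and halftime in days (bottom) of promoter and distal REs against their position on chromosome X in Mb, with 58 halftimes beyond 17 days not drawn. REs of high ratio stand at Firre, 4933407K13Rik and Xist, and the median halftime goes from 7.61 days in the proximal 25 Mb to 2.52 days beyond 75 Mb.

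Persistent REs, most of which lost accessibility late, were asked for sequences bound by YY1, a zinc finger transcription factor, and CTCF, the insulator protein. The study had found both motifs in persistent REs of these samples, so the tests below are not independent evidence. Their p-values take each RE as a unit, although REs are not independent replicates. The YY1 core AAGATGGCG was found on either strand in 38 of 404 persistent REs (9.41%) and in 11 of 403 depleted REs (2.73%), an odds ratio of 3.69 (95% interval 1.82 to 8.14, Fisher's exact p = 8.84e-05, adjusted p = 0.000309). It was 2.13 with the core ATGGCGG, 2.09 with CAAGATGGCGGC and up to 2 mismatches, and 8.25 in the central 200 bp. REs with the YY1 core had a median halftime of 9.13 days (37 REs) against 4.11 days without it (permutation p = 7e-05, adjusted p = 0.000309). The difference of 5.02 days was 1.9 days with ATGGCGG (permutation p = 0.00993), 2.14 days with CAAGATGGCGGC and 12.8 days in the central 200 bp. Of the 49 REs with this core, 7 were in the Firre and 4933407K13Rik loci, and without these loci the odds ratio was 3.1 (Fisher's exact p = 0.00125). The CTCF core CCASYAGRKGGC, in letters of the IUPAC code, was found in 22 persistent and 7 depleted REs, an odds ratio of 3.25 (95% interval 1.32 to 9.12, Fisher's exact p = 0.00706, adjusted p = 0.0124), with a median halftime of 8.6 days (24 REs) against 4.28 days (permutation p = 0.003, adjusted p = 0.007). None of these 29 REs lay in the Firre or 4933407K13Rik loci, where 6 REs had the CTCF core with up to 1 mismatch. With 1 mismatch allowed, 183 REs had the core, the odds ratio was 1.75 (Fisher's exact p = 0.0013) and the difference in halftime 2.26 days (permutation p = 4e-05). The letters of the YY1 core in reversed order, as a control, were found in 4 REs, and those of the CTCF core in 0. For the reversed YY1 core the odds ratio was 3 (95% interval 0.24 to 158, Fisher's exact p = 0.624) and the halftime difference 3.26 days. With so few REs this control cannot tell whether the pattern is specific to the motifs. For CTCF the halftime difference of 4.32 days was 2.82 days without day 6 replicate 1 and 6.94 days without day 6 replicate 2. Its odds ratio was 2.28 without day 1 replicate 1 (Fisher's exact p = 0.0568), 8.78 without day 6 replicate 2 and 2.53 in the central 200 bp of the REs (p = 0.176).

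**Figure D4:**
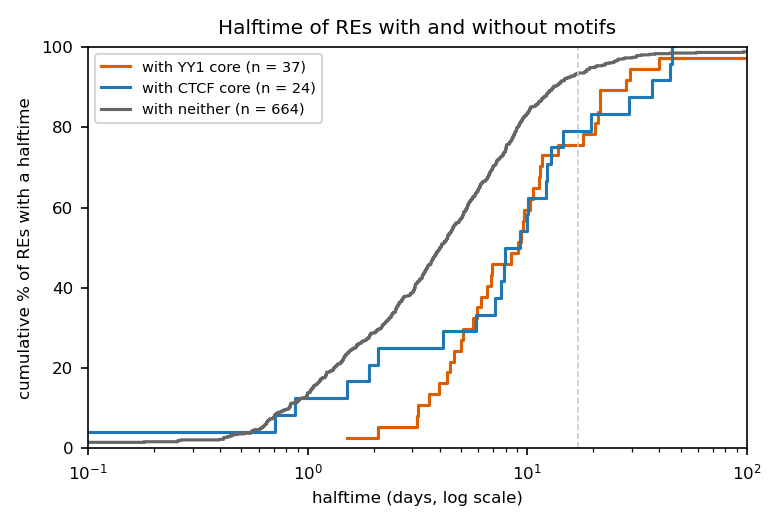
Cumulative share of REs in % against halftime in days on a log axis, for REs with the YY1 core (37 REs), the CTCF core (24 REs) and neither (664 REs), with a dashed line at day 17. The medians are 9.13 days with the YY1 core and 8.6 days with the CTCF core, and 11 halftimes below 0.1 days and 9 above 100 days lie outside the axis.

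The REs came from 96737 consensus regions of accessibility, of which 3298 were on chromosome X. Of these, 2042 lay proximal to the end of the last RE, at Xist, and 821 of them (40.2%) had an allelic ratio. The 1256 regions distal to Xist had none, since by the study's account recombination in this line left that region without allelic information. The 718 regions found in transposed genomic DNA, 65 of them on chromosome X, overlapped no consensus region, since the authors had subtracted them. The REs with an allelic ratio were wider (median 779 bp) than the consensus regions proximal to Xist as a whole (512.5 bp).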

Values the study reported

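The study reported a median allelic ratio of about 0.50 for REs in uninduced mESCs and of about 0.11 in differentiated NPCs. It gave 790 of 2042 peaks on chromosome X as open to allelic analysis, and elsewhere 821 REs as passing the first filters. Halftimes could be calculated for 657 REs. Of the 164 REs without a halftime, 133 kept an allelic ratio above 0.20 in NPCs. Persistent and depleted REs were 395 each, separated at a halftime of 5.4 days, while the Results text gave 6 days and an NPC ratio of 0.25. The YY1 motif was given as about 3-fold enriched in persistent REs.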

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

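At the Nudt10 promoter RE (6173362 to 6173895) the change from day 0 differed between days 6 and 17 by -0.547222 (SE 0.0812, limma adjusted p = 0.026 for the difference itself). The mean ratio was 0.754 in mESCs, 0.553 at day 1, 0.495 at day 3, 0.658 at day 6 and 0.111 at day 17, and the 2 libraries of day 17 were lower than both libraries of day 6. In a fit of days 6 and 17 alone 0 REs passed in limma, and 0 passed with the replicate number as a block.

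The consensus list, outside the measurement of chromosome X, held 82 regions on chromosome Y although the line has 2 X chromosomes. The genomic DNA control list held 37 regions on chromosome Y, none of which overlapped a consensus region. No biological explanation was tested for these regions.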

How the results depend on the processing

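Of the 793 values that the alternatives gave for 52 main answers, 697 stayed the same, which means the same direction and side of the threshold for a test, within 1.5 times for a count and within the SD between replicates for a value without a test. Of the answers 20 stayed so under every alternative run, among them the time correlation (rho -0.991 to -0.982) and the YY1 odds ratio (2.09 to 8.25). Leaving out halftimes beyond day 17, and libraries for the motifs, was chosen after seeing the data. The depth of the ratios is unknown, so a filter on depth was not possible, and what depth limits could not be measured. For counts on the logit scale, in a fit of the days compared and with Bonferroni adjustment the cause was not tested, except that Bonferroni is stricter by construction and fewer libraries or REs enter some fits. As a ratio the count of lower REs between days 6 and 17 moved most, from 1 to between 0 and 270.

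Lower REs at days 1 and 3 numbered 9 and 259 on the logit scale, with 0 higher at both, 2 higher at day 6, and 270 lower and 1 higher between days 6 and 17. In fits of the 2 days alone, 108 were lower at day 1, higher REs were 0, 3 and 3 at days 3, 6 and 17, and 0 passed between days 6 and 17. With Bonferroni adjustment 8, 42, 81 and 261 were lower at days 1, 3, 6 and 17, and 0 higher. Among REs of at least 500 bp, 2 were higher at day 1 and 56 lower between days 6 and 17. With a trended robust prior 3 were higher at days 6 and 17, and among REs starting between 0.35 and 0.65, 3 were higher at day 17 and 0 passed between days 6 and 17. Libraries centred on the median of their day gave 41 between days 6 and 17.

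Whether the replicate numbers pair the libraries was not settled. Over 20 pairs with the same number, the correlation of deviations across REs ran from -0.0886 to 0.0832. Such a correlation cannot see a shift of a whole library, and where a day has 2 libraries their deviations mirror each other. Replicate 1 had a higher median than replicate 2 at days 1 (0.370 against 0.333), 3 (0.3 against 0.267) and 6 (0.259 against 0.220). It had the lower median at days 0 (0.494 against 0.500) and 17 (0.100 against 0.120). With the replicate block 2 REs were higher at day 1, 3 at day 17 and 0 passed between days 6 and 17. Under the block the multicopy list had adjusted p = 0.851 in the other direction, and the uncalled Mageb1 RE changed sign (0.0452).

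The mean over REs at day 17 was 0.155, against a median of 0.11. With the plateau fixed at 0 the median halftime was 6.81 days, with 23 REs above 0.2 without a halftime, against 135 with halftimes beyond day 17 left out. Promoters and distal REs differed by 1.71 days by interpolation and 1.23 days without late halftimes.

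For lists, an estimated correlation gave adjusted p = 0.13 (biallelic) and 0.332 (housekeeping). Fry, which tests whether a list moves at all and so gives a fall for nearly every list here by construction, gave adjusted p = 5.03e-06 (architectural and fibroblast), 0.000388 (Xist region), 5.24e-05 (escapees), 0.000123 (biallelic), 0.000112 (YY1 examples), 1.36e-06 (pluripotency and neural), 1.57e-05 (blood), 2.63e-05 (chromatin regulators) and 1.74e-05 (multicopy). Membership by nearest start site gave 0.218 (blood, in the other direction), 0.0795 (housekeeping) and 0.00733 (multicopy). The CTCF odds ratio was 2.53 in the central 200 bp.

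Leaving out each library in turn gave 28 to 232 lower REs at day 1 (higher 0 to 3), 238 to 464 at day 3 (higher 0 to 2), 2 to 5 higher at day 6, 2 to 6 higher at day 17, 0 to 1 lower between days 1 and 3 (1 without day 1 replicate 1) and 0 to 13 between days 6 and 17. In a day left with 1 library, that library is assumed to vary like the others. The promoter difference ran from 0.588 to 1.18 days, rho of position from -0.331 to -0.262 at day 1, -0.31 to -0.237 at day 3, -0.3001 to -0.177 at day 6 and -0.42 to -0.327 for halftimes, adjusted p from 0.00291 to 0.425 for chromatin regulators and from 0.586 to 0.987 for multicopy genes, and the CTCF odds ratio from 2.28 to 8.78. Of the named REs without a call, those near Mageb1 (-0.0636 to 0.0614, with 0.0452 without day 0 replicate 3), Mir1906-2 (-0.265 to 0.11), Btbd35f6 (-0.0596 at the lowest, and -0.0548 without day 17 replicate 1) and 2010308F09Rik (-0.105 to 0.00498) changed sign. Of 980 values for 53 named REs, 901 kept direction and call, 64 lost the call, 8 gained it and 7 changed sign. Halftimes of single REs depend on single libraries: of 145 values for 17 REs, 44 moved by more than 1.28 days, the SD between the medians of both replicate series, as did 9 of 53 under other settings. The 6 longest moved in every case where a library was left out. Under other settings some of them stayed, such as that near Btbd35f26 (1619.76 and 1619.03 days). Of the shortest, those near Stard8 and Gm28269 were 10.6 days without day 0 replicate 3 and 16.3 days without day 6 replicate 1. Under other settings they came to at most 3.26 days in Ccdc160, 2.08 days at the Ophn1 promoter and 8.17 days near Gm28269. Where no halftime was reached there is no value.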

Other observations

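In this part, the comparison of day 6 ratios, the split of REs with the YY1 core into promoters and distal REs, the CTCF core with 1 mismatch without the loci and the leaving out of libraries for the motifs were chosen after results were seen. The REs with the highest ratios in NPCs were not all at loci of the lists. A ratio of at least 0.4 at day 17 was found for 55 REs, 50 of them distal, of which 16 belonged to Firre and 4933407K13Rik, 7 to the Xist region and 28 to no list. The promoter of the non-coding gene Mdrl (chromosome X 36816402 to 36817734) was at 0.763 ± 0.12 in mESCs and 0.742 ± 0.107 in NPCs (limma adjusted p = 0.832). Distal REs 5721 bp from Cybb, an NADPH oxidase gene (0.770 ± 0.235 and 0.742 ± 0.107), and 6383 bp from Mageb2 (0.760 ± 0.112 and 0.762 ± 0.208) had similar levels on both days, without a call. The promoter of Snx12, a sorting nexin gene, fell from 0.715 ± 0.0764 to 0.414 ± 0.0509 (adjusted p = 0.000884), and an RE 11285 bp from Zic3 fell from 0.759 ± 0.0477 to 0.420 ± 0.0888 (adjusted p = 0.000458). These REs were chosen after their values were seen, and their high ratios in mESCs leave open a bias towards 1 genome in mapping.

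Of the 77 REs without a call at day 17, 10 lay inside Firre, 8 inside Bcor and 4 inside 4933407K13Rik, with 1 more within 5000 bp of it. A further 4 lay inside Tsix, 2 of them also inside Xist, and the others were spread over places with 1 to 3 each. At Bcor they ran from 12066306 to 12156288 with ratios in NPCs between 0.177 and 0.454, while called REs lay among them, such as the intronic RE at 12146253 to 12146547 (0.104 ± 0.0884). Of all uncalled REs, 66 were distal and 11 were promoters.

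The 77 uncalled REs may be REs of wide spread, of a skewed start or of real persistence. Their median change was -0.0954, with the lower quartile at -0.157, which is smaller in size than the upper quartile of the called lower REs (-0.307). Since REs without a call were picked for a small change relative to its spread, the day 6 libraries are a better test, and there their median ratio was 0.448 (lower quartile 0.353) against an upper quartile of 0.309 for the called REs, which argues against noise of the day 17 libraries alone. A skewed start was more common among them (odds ratio 4.03, Fisher's exact p = 2.8e-06), but 70.1% started between 0.35 and 0.65, so that a skewed start cannot account for most of them. Their standard errors were larger (median 0.0856 against 0.0652), so for single REs spread remains open.

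The slower loss at REs with the YY1 core could follow from composition, width or location. Permuting the motif within deciles of GC content gave a permutation p = 0.00025, within deciles of width p = 1e-04 and within 10 Mb bins of position p = 2e-05, and without the Firre and 4933407K13Rik loci the p was 1e-04. Each argues against that property as the whole cause, with REs that are not independent replicates. REs with the core had medians of 6.89 days at promoters (21 REs with a halftime) and 15.9 days at distal REs (16 of 26). Other REs had medians of 4.54 and 3.92 days, so the longer medians were seen in both classes. This split was not tested, and the distal REs include extrapolated halftimes, such as 112 days for an intronic RE of Firre. A candidate biological explanation, found and tested on the same data, is that sequences bound by YY1 go with late loss of accessibility. Whether YY1 was bound at these REs was not measured here. The study did measure it in mESCs with ChIP-seq, which maps sites bound by a protein. It reported slower loss at REs that overlapped YY1 peaks, slow loss of YY1 from Xi and more X-linked silencing after YY1 was degraded.

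For the CTCF core, the 2 loci with CTCF arrays are a candidate source of the slower loss. None of the 29 REs with the core lay in them, so that leaving the loci out (permutation p = 0.00229) hardly tests more than that. With 1 mismatch allowed 6 REs lay in them, and the odds ratio of persistence was 1.75 with the loci and 1.72 without them (Fisher's exact p = 0.00198), which argues against the loci as the whole source. Permuting the exact core within deciles of GC content gave a permutation p = 0.00288 and within 10 Mb bins p = 0.00119. With REs that are not independent replicates, this argues against composition and location as the whole source. From these motif tests, that CTCF sites lose accessibility late remains a hypothesis, found by the study in these samples. Without day 1 replicate 1 the odds ratio was 2.28, no longer past the threshold. The study also classed REs by peaks of public CTCF ChIP-seq data, which were not used here. It reported that distal REs on average lost accessibility faster than promoters, except those bound by CTCF.

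Here 96 REs had no halftime, 82 of them with a ratio above 0.2 at day 17. Both counts are lower than those quoted from the study, and with halftimes beyond day 17 counted as missing, an alternative added after the data were seen, they were 154 and 135.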
